# Modulation of dendritic cell alternative activation and function by the vitamin A metabolite retinoic acid

**DOI:** 10.1093/intimm/dxv020

**Published:** 2015-04-20

**Authors:** Lucy H. Jones, Peter C. Cook, Alasdair C. Ivens, Graham, D. Thomas, Alexander T. Phythian-Adams, Judith E. Allen, Andrew S. MacDonald

**Keywords:** APC, IL-4, T_h_2

## Abstract

The archetypal T_h_2 cytokine IL-4 has previously been shown to alternatively activate murine macrophages and, more recently, dendritic cells (DCs) both *in vitro* and *in vivo.* IL-4 has also been shown to induce *Aldh1a2* (aldehyde dehydrogenase 1a2) expression in murine macrophages recruited to the peritoneal cavity. However, the influence of IL-4 on DC *Aldh1a2* induction *in vivo* has not yet been addressed. In this work, we found that DCs show enhanced aldehyde dehydrogenase enzyme activity *in vivo*, which led us to investigate the impact of the vitamin A metabolite all-*trans* retinoic acid (RA) on DC alternative activation and function. Antagonism of RA receptors reduced production of resistin-like molecule alpha by DCs responding to IL-4, while addition of exogenous RA enhanced production of this marker of alternative activation. Functionally, RA increased DC induction of CD4^+^ T-cell IL-10, while reducing CD4^+^ T-cell IL-4 and IL-13, revealing a previously unidentified role for RA in regulating the ability of alternatively activated DCs to influence T_h_2 polarization.

## Abstract (precis)

Retinoic acid modulates the functions of IL-4 in alternatively activated DCs

## Introduction

The importance of vitamin A (Retinol) signalling within the immune system has been established during the past decade and highlighted recently by work indicating that retinoic acid (RA), the transcriptionally active metabolite of vitamin A, is involved in the development and promotion of CD4^+^ T-cell responses (1–3). RA expression by gut-associated dendritic cells (DCs) imprints intestinal specificity on T cells (2, 4, 5), and mucosal CD103^+^ DCs have been shown to express *Aldh1a2* (aldehyde dehydrogenase 1a2; RALDH), a Retinol metabolizing enzyme (3), and promote extra-thymic conversion of naive T cells into Foxp3^+^ regulatory T cells (3, 6). Additionally, it is becoming clear that vitamin A signalling is required for T helper cell function beyond the promotion of FoxP3 expression (7–10).

IL-4 has been shown to alter DC cytokine production and modulate their capacity to polarize naive T cells (11–15). Further, IL-4 responsiveness is known to be required for optimal DC polarization of CD4^+^ T cells, as IL-4Rα-deficient DCs are less competent inducers of T-cell IL-10, IL-17 and IFNγ (15). In addition, DCs undergo a programme of alternative activation in response to IL-4, characterized by high-level production of the resistin-like molecule alpha (RELMα) (15, 16). Expression of RELMα by alternatively activated DCs (AADCs) during T_h_2 priming regulates IFNγ and IL-4 and promotes IL-10 and IL-13 secretion by CD4^+^ T cells (15). IL-4 can also induce DC *Aldh1a2* expression/aldehyde dehydrogenase activity (17–19), and it has recently been suggested that there is interplay between RA and IL-4 in DC expression of *Arg1* (20), *Aldh1a2* and induction of Foxp3^+^ Tregs in the context of experimental autoimmune encephalomyelitis (19). However, crosstalk between RA and IL-4 in the process of DC alternative activation, and how this may affect T_h_2 polarization, has not yet been addressed.

In this study, we have investigated the combined impact of RA and IL-4 on DC alternative activation and function. We first assessed the influence of IL-4 on the mRNA profile of murine bone marrow-derived DCs (BMDCs) *in vitro* and found that this resulted in significantly altered expression of 109 genes, with *Aldh1a2* being among 21 genes up-regulated >2-fold following exposure to IL-4. Aldehyde dehydrogenase activity was also induced in DCs, but not macrophages, following *in vivo* delivery of IL-4. Importantly, we reveal that RA promotes DC RELMα production and regulates the ability of AADCs to support T_h_2 cell polarization. Taken together, our data provide compelling evidence that concurrent exposure to IL-4 and RA results in phenotypic and functional changes in DCs, in particular modifying their capacity to polarize CD4^+^ T cells.

## Methods

### Mice

C57BL/6, BALB/c, IL-10eGFP (21) and 4get (22) (IL-4GFP; BALB/c) mice were maintained at the University of Edinburgh. All experiments were approved under a Project License granted by the Home Office (UK) and conducted in accordance with local guidelines.

### *In vivo* IL-4c

C57BL/6 female mice were injected intra-peritoneally with PBS or IL-4 complex (IL-4c) that is composed of rIL-4 (Peprotech, UK) complexed at a 1:5 molar ratio with anti-IL-4 antibody (Clone 11B11, BioXcell, Malaysia). Mice received 0.1, 0.5 or 1 μg of IL-4 and cells were harvested 6h later.

### DC culture

BMDCs were generated with 20-ng ml^−1^ recombinant granulocyte macrophage colony-stimulating factor (rGM-CSF) as previously described (23), with the omission of 2-mercaptoethanol. Following 10 days of culture, immature cells were cultured for a final 6 or 18h with or without rIL-4 (20ng ml^−1^; Peprotech), all-*trans* RA reconstituted in DMSO (RA; 10 μM, Sigma, UK) or LE540 (10 μM, WAKO, Japan) reconstituted in DMSO, and cRPMI-1640 containing 5-ng ml^−1^ rGM-CSF (Peprotech).

### RNA extraction and Illumina BeadChip arrays

RNA was extracted from cells using TRIzol or Pure Link RNA Mini Kit and DNase-treated according to the manufacturer’s instructions (Life Technologies, UK). RNA was converted to cDNA using Superscript-III (Invitrogen, UK). Quantitative PCR was performed using SYBR Green mastermix-II (Roche, UK) and a Roche Light Cycler 480, using primers previously documented (15) with the exception of *Aldh1a2*F:5′-CATGGTATCCTCCGCAATG-3′ and *Aldh1a2*R:5′GCGCATTTAAGGCATTGTAAC-3′. To assess DC gene expression, RNA was labelled using the TotalPrep RNA Amplification kit (Life Technologies) and hybridized to Illumina MouseWG-6 BeadChip arrays (MouseWG6_V2_0_R3_11278593_A, each comprising 45281 features), according to the manufacturer’s instructions. Three biological replicates were carried out for wild-type (WT) DCs. All analyses were conducted in R using Bioconductor packages (www.r-project.org; www.bioconductor.org). A total of six arrays were quality controlled (QC) analysed using the arrayQualityMetrics package in Bioconductor (24, 25). Raw data from arrays that passed QC were transformed using a variance-stabilizing transformation method prior to normalization across all arrays using the robust spline normalization method, using the lumi package in Bioconductor. Pairwise group comparisons were undertaken using linear modelling. Subsequently, empirical Bayesian analysis was applied, including vertical (within a given comparison) *P* value adjustment for multiple testing, which controls for false discovery rate, using the limma Bioconductor package (25). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (26) and are accessible through GEO Series accession number GSE59868 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59868).

### Aldefluor assay

For select experiments, the aldefluor assay (Stemcell Technologies) was performed, following surface staining, essentially as in manufacturer’s instructions.

### Flow cytometry

BMDCs described in Fig. 2 were flow sorted based on CD11c and aldefluor activity using a BD FACS Aria-II. Spleen and lymph node suspensions from 4Get [IL-4eGFP (22)] or TIGR [IL-10eGFP (21)] mice were sorted as green fluorescent protein (GFP)^−^CD4^+^ using a BD FACS Aria-II. peritoneal exudate cells were stained directly *ex vivo*, essentially as in (15). Samples were acquired using an LSR II or FACS Canto II flow cytometer, using BD FACS Diva software and analysed with FlowJo v.9 software (Tree Star, Inc., USA).

### RELMα and Ym1 intracellular staining

Cells were surface stained and washed prior to fixation using 2% formaldehyde, permeabilized on ice for 20min using 1× Permeabilization buffer (BD Bioscience) prior to primary antibody staining using polyclonal rabbit antibodies against murine RELMα (Peprotech) and biotinylated polyclonal goat IgG against murine Ym1/ECF-L (R&D Systems). The Zenon Rabbit IgG labelling kit (Life Technologies) was used to detect bound anti-RELMα, and Streptavidin-allophycocyanin was used to detect bound anti-Ym1Biotin (eBioscience) (15).

### DC:T-cell co-culture

Fifty thousand sorted IL10-eGFP^−^CD4^+^ or 4get^−^CD4^+^ were cultured with 2500 BMDCs, with 1-μg ml^−1^ anti-CD3 (clone 145-2C11 produced in house) with or without IL-4 (20ng ml^−1^; Peprotech) and RA (10 μM; Sigma) in cRPMI-1640. Cells were cultured at 37°C in a humidified atmosphere of 5% CO_2_ for 4 days.

### ELISA

Cytokine ELISAs were performed on culture supernatants using paired mAb purified in house, or purchased from eBioscience, BD Pharmingen or R&D Systems (UK), and recombinant cytokine standards purchased from Peprotech. Ym1 ELISAs were performed using a DuoSet ELISA kit (R&D Systems), RELMα ELISAs were performed using paired rabbit anti-murine RELMα antibodies (Peprotech) and standards were made using recombinant murine RELMα (Peprotech).

### Statistical analyses

Statistical analyses were carried out using GraphPad Prism 5 software one-way analysis of variance with Dunnett’s post-test or Student’s *t*-tests were employed to determine significant differences between groups: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Results and Discussion

### IL-4 enhances DC aldehyde dehydrogenase activity and RELMα protein expression *in vitro* and *in vivo*

WT DCs were cultured *in vitro* with rIL-4, RNA extracted and an Illumina mRNA expression array carried out (Supplementary Figure 1, available at *International Immunology* Online). 

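The samples were BMDCs, dendritic cells grown from the bone marrow of 3 C57BL/6 mice for 10 days with 20 ng/ml GM-CSF. Cells of each mouse were then kept for 6 h in 5 ng/ml GM-CSF with or without 20 ng/ml IL-4, which gave 3 control and 3 IL-4 arrays. The Illumina MouseWG-6 array reads RNA with 45281 bead-bound probes. The authors deposited the bead signal intensity of each probe with its detection p-value, and a table of 19293 probes on a log2 scale after their variance-stabilizing transformation and robust spline normalization. Here the bead signals were corrected for background and quantile normalized with neqc (offset 16). The 16071 probes with a detection p under 0.05 on at least 3 arrays were tested with limma, and 13600 of these carried the symbol of 1 gene, for 8921 genes. Where a gene had several probes, the probe with the highest mean signal stands for it, also in the counts over gene lists, while a count of changed genes over the whole array takes any gene with a probe that passed. Levels are normalized log2 signals, and fold changes are IL-4 against control. The median raw signal was 83.8, 103 and 118 on the control arrays of replicates 1, 2 and 3, and 99.5, 97.0 and 121 on the IL-4 arrays. Between 14934 probes (control replicate 1) and 17185 probes (IL-4 replicate 3) were detected per array. The number of arrays limits the precision of every value. Arrays with the same replicate number deviated together from their group means and were taken as those of the same mouse, which the labels do not state. A fit with the replicate number as a block was therefore set beside the unpaired fit wherever it changed a call.
Markers of the cell types that a GM-CSF culture can hold were read on each array. *Cd74*, the invariant chain of MHC class II in antigen-presenting cells, lay between 13.96 and 14.12 on all 6 arrays. Quantile normalization holds so bright a gene nearly level, so this does not measure the share of dendritic cells. *Zbtb46*, a transcription factor of conventional dendritic cells, lay between 6.17 and 6.50, and *Itgax*, on the same marker list, between 6.33 and 7.33. The neutrophil granule gene *Ngp* was at 11.67 and 11.64 on the control and IL-4 arrays of replicate 2, against 7.96 to 9.26 on the other 4 arrays. *Cpa3*, the carboxypeptidase of mast cells, was at 11.78 and 11.65 in replicate 2 and at 6.20 to 8.76 elsewhere. *Apoe*, a lipid carrier made by macrophages, was at 4.25 and 4.50 in replicate 2 and at 6.55 to 7.63 elsewhere. Its replicate 2 values lay below the lowest detected values of those arrays (4.67 and 4.76), so the size of the drop is uncertain. *Ngp*, *Cpa3* and *Apoe* differed most of their lists. Of 15 macrophage and monocyte genes, 11 were lower in both replicate 2 arrays and 2 higher, among them *Adgre1* (10.89 and 10.74, against 9.37 to 10.10). Between IL-4 and control, no list of cell type markers passed camera, limma's test of a gene list against all other genes. The lowest adjusted p was 0.211, for 15 macrophage and monocyte genes with a median log2 fold change of -0.25. The median was 0.040 for 13 conventional dendritic cell genes (adjusted p = 0.665), -0.031 for 15 neutrophil genes (mean 0.095, adjusted p = 0.910) and 0.013 for 4 eosinophil genes (adjusted p = 0.945). It was -0.049 for 5 mast cell and basophil genes (adjusted p = 0.945), -0.047 for 4 T and NK cell genes (adjusted p = 0.394) and 0.14 for 6 erythroid and megakaryocyte genes (mean -0.0022, adjusted p = 0.945). Of the lists for B cells with plasmacytoid dendritic cells and for fibroblasts, 2 genes each were measured and no list test was run (medians 0.11 and 0.40). Without control replicate 2, the macrophage and monocyte list had a median of -0.41 (adjusted p = 0.00327) and the neutrophil list of 0.52 (adjusted p = 0.0486). That fit keeps IL-4 replicate 2, with its high *Ngp* and low *Apoe*, but not its control array. Within replicate pairs 1, 2 and 3 the median of the macrophage and monocyte list was -0.17, -0.11 and -0.33. That of the neutrophil list was -0.13, -0.023 and -0.011.

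**Figure D1:**
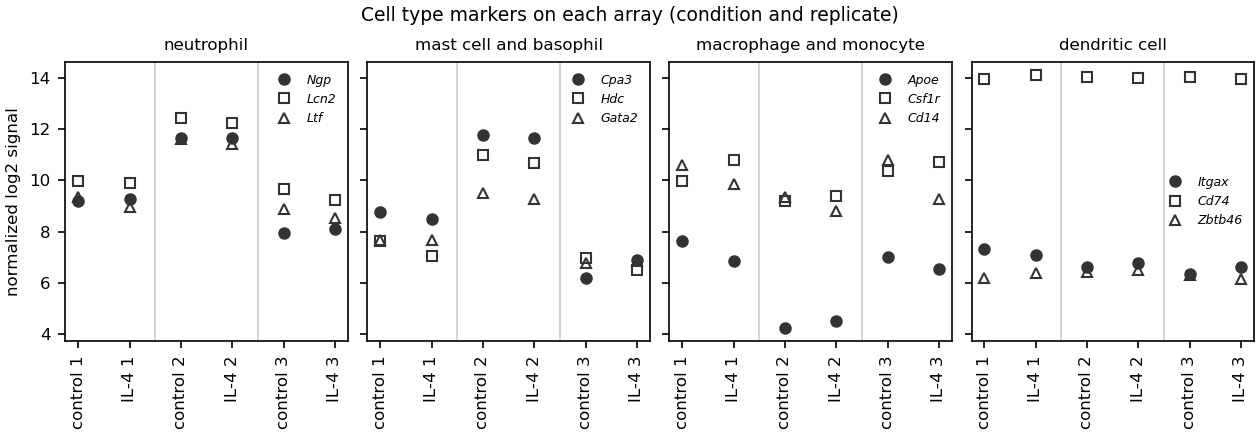
Normalized log2 signal of 12 cell type marker genes on each of the 6 arrays, with control and IL-4 arrays of the same replicate side by side. The replicate 2 arrays are higher in the neutrophil and mast cell genes shown and lower in *Apoe*. *Cd74* stays near 14.0 throughout, as quantile normalization holds so bright a gene nearly level.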

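In the fit paired by replicate number (replicate block), 8 of 288 measured metabolic genes were higher with IL-4 and 2 were lower. Over the whole array, counted by any probe, this fit called 267 of 8921 genes (162 higher and 105 lower), a similar share. *Ppargc1b*, a coactivator of mitochondrial and fatty acid oxidation genes, rose by 1.13 log2 units (standard error 0.17, adjusted p = 0.00451 from limma). *Prps1*, which makes the activated ribose for nucleotide synthesis, rose by 1.10 (standard error 0.18, adjusted p = 0.00696). *Kmo* and *Kynu*, enzymes of tryptophan breakdown, rose by 0.84 and 0.80, *Scd1*, the fatty acid desaturase, by 0.71, and *Pfkp*, a phosphofructokinase of glycolysis, by 0.70 (adjusted p from 0.0291 to 0.0315). The remaining rises were *Aldh1a2* and *Arg1*. *Cmpk2*, a mitochondrial nucleotide kinase, fell by 1.02 on the log2 scale (standard error 0.16, adjusted p = 0.00483), but had -0.35 in the authors' normalized values, and *Upp1*, uridine phosphorylase, fell by 0.65 (standard error 0.15, adjusted p = 0.0462). Adjusted over the list alone, 9 metabolic genes were higher and 5 lower. Without the block, limma called 0 of the 288 genes (16 higher and 13 lower at an unadjusted p under 0.05), and *Aldh1a2* was higher and *Cmpk2* lower when adjusted over the list alone.
No metabolic list passed camera in either fit. The nearest were cholesterol biosynthesis (17 genes, median log2 fold change 0.15, adjusted p = 0.0892, and 0.0589 with the block), the TCA cycle (21 genes, 0.12, adjusted p = 0.0892, and 0.0695 with the block) and, without the block, glycan, sphingolipid and phospholipid metabolism (37 genes, -0.13, adjusted p = 0.0908, and 0.186 with the block). The adjusted p-values that follow are without the block. Medians lay near 0 for oxidative phosphorylation (56 genes, 0.011, adjusted p = 0.717), for glycolysis and the pentose phosphate pathway (26 genes, 0.0014, adjusted p = 0.945), and for fatty acid synthesis (17 genes, 0.0054, adjusted p = 0.945). The median was 0.091 for fatty acid oxidation (21 genes, adjusted p = 0.400) and 0.0064 for purine, pyrimidine and folate metabolism (45 genes, adjusted p = 0.910). It was 0.012 for amino acid and polyamine metabolism (25 genes, adjusted p = 0.394) and -0.028 for arachidonic acid metabolism (12 genes, mean 0.060, adjusted p = 0.655). These lists stand in for the KEGG pathway, whose membership was not used here.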

Upon KEGG enrichment, the pathway with which the IL-4-induced gene profile most closely associated was ‘metabolic pathways’, in which 14 genes were significantly increased (Supplementary Table 1, available at *International Immunology* Online). In order to determine genes that may have more prominent roles in modulating cellular function following exposure to IL-4, we chose to use a 2-fold change (2FC) cut-off, focusing only on significantly altered transcripts (adj*P* = <0.05) that doubled in expression in response to IL-4 (Supplementary Figure 1B, available at *International Immunology* Online). 

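IL-4 raised 15 genes by more than 2-fold at an adjusted p under 0.05 in limma and lowered none (18 probes, all higher). Outside the genes that the paper names, the largest of these rises was in *Cxcr2*, a receptor for neutrophil-attracting chemokines, from 5.12 ± 0.58 in control to 8.12 ± 0.40 with IL-4 (SD, n = 3 each). This is a log2 fold change of 3.00 (standard error 0.31, adjusted p = 0.00939), which was 1.78 in the authors' normalized values, and the probe was detected on 2 of the 3 control arrays. *Aqp3*, a channel for water and glycerol, rose from 5.62 ± 0.38 to 8.22 ± 0.37, a log2 fold change of 2.60 (standard error 0.25, adjusted p = 0.00676). *Plekhf1*, detected on 2 control arrays, rose by 2.16 (standard error 0.21, adjusted p = 0.00676) by 1 probe, and its other probe gave 0.93 (adjusted p = 0.335). *Casp6*, a caspase, rose by 1.74, *Edn1*, which encodes endothelin 1, by 1.69, and *Csf1*, which encodes the growth factor M-CSF, by 1.33. *Gm4956*, detected on 2 control arrays by its brighter probe, *Mad1l1* and *Rnf19b* rose by 1.88, 1.38 and 1.20. *Hfe*, a regulator of iron uptake, *Ms4a6d* and *Pde4dip* passed by a dimmer probe (1.57, 1.60 and 1.17), while the brightest probe of each gave 1.44, 1.58 and 0.52 and did not pass (adjusted p = 0.123, 0.108 and 0.589). In the authors' values *Edn1*, *Csf1*, *Gm4956*, *Mad1l1* and *Plekhf1* rose by 0.91, 0.85, 0.75, 0.85 and 0.83, all under 2-fold.
Paired by replicate number (replicate block), 100 genes passed both thresholds, 75 higher and 25 lower, among 267 genes changed at any fold. The genes named from this fit were taken by the rule set for the unpaired fit, extended after the values were seen. *Flt1*, a receptor for VEGF, rose by 3.08 (standard error 0.27, adjusted p = 1.43e-04, and 1.77 in the authors' values), but was detected on 1 of the 3 control arrays. *Rnase2a*, a ribonuclease of the eosinophil-associated family, rose by 2.11 (standard error 0.15, adjusted p = 3.87e-05), and *Pdlim1* by 1.98 (adjusted p = 2.22e-04). Whether the *Rnase2a* probe also reads paralogs of that family could not be told. *Btbd11*, detected on 1 control array, rose by 1.82 by 1 probe (adjusted p = 0.00662, and 0.70 in the authors' values), and its other probe gave 0.072 (adjusted p = 0.914). The matrix protein gene *Thbs1* fell by 1.59 (standard error 0.21, adjusted p = 0.00183). *Btla*, an inhibitory receptor, fell by 1.31 (-0.59 in the authors' values), the NK cell receptor gene *Klrd1*, detected on 2 IL-4 arrays, fell by 1.22 (-0.45 in the authors' values), and *Clec4e* and *Fpr2*, receptors for microbial products, fell by 1.21 and by 1.19 (adjusted p from 8.10e-04 to 0.0123). *Cd70*, a co-stimulatory ligand, fell by 1.13 (-0.57 in the authors' values), *Arhgef3* fell by 1.19, *Ifitm6* fell by 1.12 (-0.92) and the mitochondrially encoded *ND5* fell by 1.53 (adjusted p from 0.00160 to 0.0230).
The antiviral genes *Ifit3* and *Rsad2*, which interferon induces, each fell by 1.55 with the block (adjusted p = 0.00139 and 4.98e-04), with *Ifit3* detected on 2 of the 3 IL-4 arrays. Without background correction the log2 fold changes were -0.57 and -0.82. *Oasl2* fell by 1.13 by 1 of 2 probes (adjusted p = 0.00407, and -0.72 in the authors' values). The other *Oasl2* probe gave 0.019 (adjusted p = 0.983). Of 21 measured interferon-stimulated genes, these 3 were lower and none was higher with the block (10 lower adjusted over the list alone). Without the block, limma called 0 (7 lower at an unadjusted p under 0.05, 2 adjusted over the list alone). The list's median was -0.35, with a camera adjusted p = 2.73e-05 and an adjusted p = 0.188 with an estimated correlation. The median was -0.15 in the authors' values and -0.12 without background correction. Of 20 inflammatory cytokines and chemokines, *Csf1* was higher without the block (2 higher and 2 lower adjusted over the list alone). With it, the monocyte chemokine *Ccl7* rose by 0.98 as well, *Ccl12* fell by 0.90 and *Vegfa* fell by 0.77 (2 higher and 4 lower adjusted over the list alone), and the list as a whole had a median of -0.12 (camera adjusted p = 0.725 without the block).
The count of 15 rests on few arrays: leaving out control replicate 1 or IL-4 replicate 1 left 1 gene, leaving out control replicate 3 or IL-4 replicate 3 left 6 or 7, and leaving out IL-4 replicate 2 gave 49. In the authors' normalized values, limma called 0 genes (1330 of 15888 probes at an unadjusted p under 0.05), and most fold changes were smaller. Of the 17 probes over 2-fold that carry a gene symbol 10 stayed so, and of the 120 such probes with the block 47, by size alone and all in the same direction. The blocked fit of the authors' values without the detection filter called 0 probes in limma (smallest adjusted p 0.131). With an intensity trend as well, chosen after seeing the data, it called 123.

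**Figure D2:**
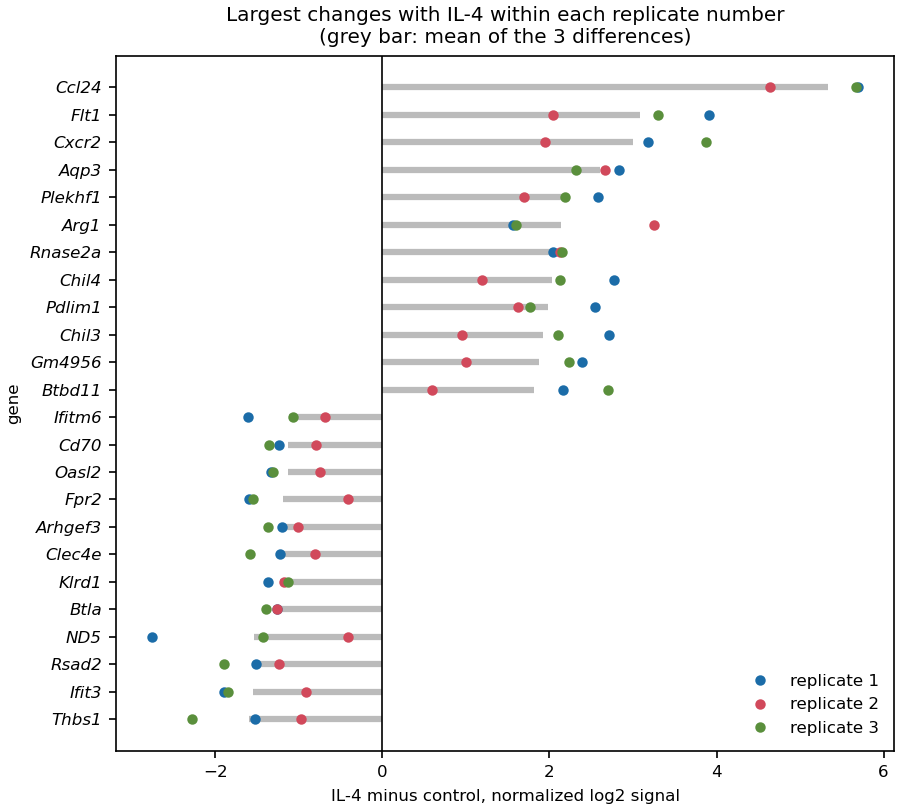
Log2 fold change of the 12 genes with the largest rise and the 12 with the largest fall in the fit with the replicate block. Each point is the IL-4 minus control difference of 1 replicate and the grey bar is the mean of the 3. *Ccl24* lies at 4.64 to 5.70, and *Thbs1* at -2.28 to -0.98.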

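*Aldh1a2*, which encodes the retinaldehyde dehydrogenase that makes RA, was at 7.20 ± 0.12 in control BMDCs and at 8.81 ± 0.46 after 6 h with IL-4 (SD, n = 3 each), a level 3.06-fold higher (probe ILMN_2630749). The log2 fold change was 1.61 (standard error 0.23, adjusted p = 0.0506 from limma). It passed the threshold with the replicate block (standard error 0.20, adjusted p = 0.00122), and the differences within the 3 replicate pairs lay between 1.12 and 2.22. Its second probe, ILMN_2630753, gave 1.45 (adjusted p = 0.0810, and 5.35e-04 with the block). With the block, *Arg1*, *Ppargc1b* and *Prps1* were the other metabolic genes above 2-fold, and *Cmpk2* was the 1 lowered by more than 2-fold. In the authors' values *Ppargc1b* (0.83), *Prps1* (0.93) and *Cmpk2* (-0.35) changed by less than 2-fold, and *Aldh1a2* rose by 1.37.
No other measured gene of retinoid metabolism and transport passed the test. Of the 12 measured, *Aldh1a2* was higher with the block, and adjusted over the list alone 1 was higher and 1 lower. Without the block limma called 0 (1 at an unadjusted p under 0.05, and 1 adjusted over the list alone). The list had a median log2 fold change of -0.11 and a mean of 0.035 (camera adjusted p = 0.945). The list of retinoid receptors and corepressors also holds other nuclear receptors that pair with RXR, and its 1 called gene of 8 was of this kind, not an RAR or RXR. This gene, *Vdr*, the vitamin D receptor, rose by 0.74 with the block (standard error 0.15, adjusted p = 0.0244, 2 higher adjusted over the list alone). Limma called 0 without it (1 at an unadjusted p under 0.05, and 1 adjusted over the list alone), and the list's median was 0.11 (camera adjusted p = 0.323). Over the settings tried, other than those without a whole replicate pair, the adjusted p of *Aldh1a2* ran from 7.05e-05 to 0.327. Without IL-4 replicate 2 the log2 fold change was 1.84 and passed the threshold (adjusted p = 0.0158).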

When using this level of stringency, only two metabolic genes remained: *Ak2* (adenylate kinase 2), a mitochondrial protein (27), and *Aldh1a2* (Supplementary Figure 1C, available at *International Immunology* Online). 

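Among genes that mark alternative activation, *Ccl24* and *Retnla* rose with IL-4 by the probe that stands for the gene, and more passed with the block. *Ccl24*, which encodes the eosinophil-attracting chemokine eotaxin-2, was at 5.00 ± 0.28 in control BMDCs and at 10.34 ± 0.58 with IL-4 (SD, n = 3 each), and was detected on 2 of the 3 control arrays. Its log2 fold change was 5.34 (standard error 0.29, adjusted p = 2.02e-04 from limma), and its size depends on how the background is handled: it was 4.33 with a neqc offset of 50 and 3.51 without background correction. *Retnla*, which encodes RELMα, rose 3.51-fold from 10.58 ± 0.24 to 12.39 ± 0.02 (SD, n = 3 each), a log2 fold change of 1.81 (standard error 0.17, adjusted p = 0.00676). The chitinase-like genes *Chil3* (*Chi3l3*, encoding Ym1) and *Chil4* (*Chi3l4*, encoding Ym2) had log2 fold changes of 1.92 (standard error 0.34, adjusted p = 0.115) and 2.03 (standard error 0.33, adjusted p = 0.103), and both passed with the replicate block (adjusted p = 0.00182 and 8.84e-04). Of the 2 other *Chil3* probes, ILMN_3043036 rose by 2.20 without the block (adjusted p = 0.0408) and ILMN_3117876 gave 2.03 (adjusted p = 0.179, and 0.00124 with the block). *Chil3* and *Chil4* are close paralogs, and whether their probes tell them apart was not tested.
*Arg1*, the arginase that splits arginine into ornithine and urea, had a mean difference of 2.14 (standard error 1.20, adjusted p = 0.816 from limma). The SD between arrays was 2.65 in control and 1.69 with IL-4 (n = 3 each). It was at 6.98 in control and 10.22 with IL-4 in replicate 2, the replicate with the high *Ngp* and *Cpa3* levels, and at 11.48 to 11.65 and 13.08 to 13.21 in the other replicates. The differences within replicate pairs were 1.56, 3.25 and 1.60, and with the block the rise passed the threshold (standard error 0.27, adjusted p = 0.00139). The mannose receptor gene *Mrc1* had a difference of 0.87 (adjusted p = 0.940, and 0.0232 with the block).
Of 44 listed alternative activation genes and IL-4/STAT6 targets, 37 were measured. By the probe that stands for each gene, *Ccl24* and *Retnla* were higher without the block and none was lower (20 higher and 1 lower adjusted over the list alone). With the block, 19 were higher and *Il1rn*, which encodes the IL-1 receptor antagonist, was lower (29 and 1 adjusted over the list alone). Chosen after their values were seen, *Slc7a2*, an arginine transporter, rose by 1.78, *Clec7a*, which encodes dectin-1, by 1.11, and *Irf4*, a transcription factor of dendritic cells, by 1.08. The paper names 7 members of this list, 5 of them from these arrays, so the list is not fully independent evidence of its direction. The median log2 fold change was 0.80, with 32 of 37 members above 0 (camera adjusted p = 2.11e-22, and an adjusted p = 0.338 with an estimated correlation). Within replicate pairs the median was 0.89, 0.52 and 0.88, the lowest in replicate 2. Of 25 genes of JAK-STAT signalling, *Pim3*, a kinase gene that STAT factors induce, and *Socs6* rose by 1.30 and 0.95 with the block (5 higher and 2 lower adjusted over the list alone). Limma called 0 without it (5 higher and 2 lower at an unadjusted p under 0.05, 1 higher adjusted over the list alone), and the median was 0.088 (camera adjusted p = 0.279).
In the authors' normalized values the log2 fold changes of *Ccl24* and *Retnla* were 3.95 and 1.93 and missed the threshold in limma (adjusted p = 0.0586 and 0.0527, with a range, over the settings that kept part of every replicate pair, of 8.92e-11 to 0.141 and 6.26e-07 to 0.141). *Retnla* also missed it without control replicate 1 (adjusted p = 0.0644) or IL-4 replicate 1 (adjusted p = 0.0910), and *Chil3* and *Chil4* passed without IL-4 replicate 2 (adjusted p = 0.00573 and 0.00387). From the transcripts that doubled at its threshold, the paper places the rises of *Ccl24*, *Chi3l3*, *Chi3l4* and *Retnla* with its earlier identification of alternative activation of DCs by IL-4, a programme that it describes as marked by RELMα.

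**Figure D3:**
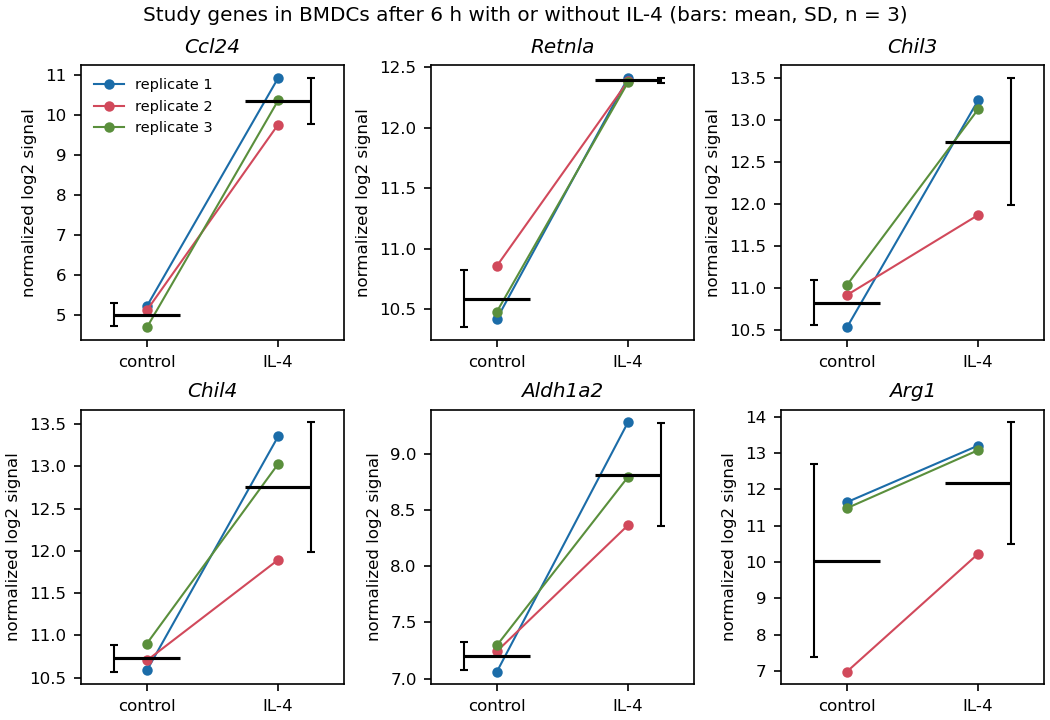
Normalized log2 signal of *Aldh1a2*, *Ccl24*, *Retnla*, *Chil3*, *Chil4* and *Arg1* in control and IL-4 BMDCs. Points are arrays, lines join the 2 arrays of a replicate, and bars give the mean and SD (n = 3). Every line rises, and the replicate 2 line of *Arg1* runs from 6.98 to 10.22, under the others.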

In keeping with our previous identification of the ability of IL-4 to alternatively activate DCs (15), the genes for *Ccl24*, *Chi3l3*, *Chi3l4* and *Retnla* were all significantly up-regulated >2FC within the 6-h IL-4-treated BMDC microarray (Supplementary Figure 1C, available at *International Immunology* Online), whereas *Arg1* was not significantly altered (adj*P* = <0.05) at any fold cut-off.

Confirming our mRNA expression array data (Supplementary Figure 1, available at *International Immunology* Online), *in vitro* culture of DCs with rIL-4 resulted in significant enhancement of *Aldh1a2* transcript, as measured by quantitative PCR (Fig. 1A). Furthermore, enhanced *Aldh1a2* transcription following IL-4 exposure correlated with increased DC aldehyde dehydrogenase activity (28) (Fig. 1B), as has been suggested previously (17–19).

**Fig. 1.**
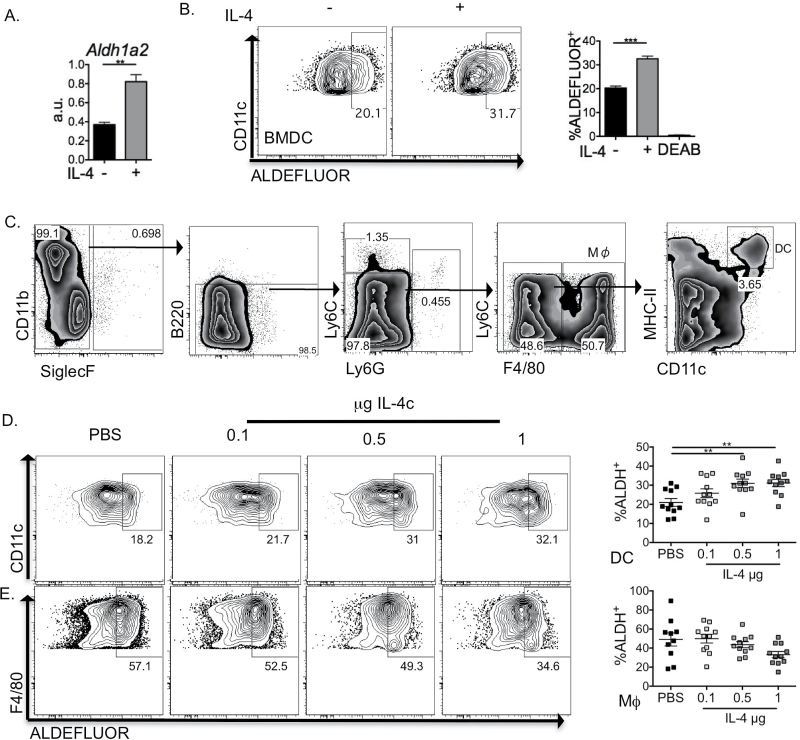
IL-4 induces aldehyde dehydrogenase activity and alternative activation in DCs *in vitro* and *in vivo*. BMDCs were cultured overnight with 20-ng ml^−1^ IL-4 (A and B) and expression of *Aldh1a2* (A) and aldehyde dehydrogenase activity (B) assessed. IL-4c (doses as described in figure) was injected intra-peritoneally. Peritoneal exudate cells were harvested 6h later, DCs were defined as SiglecF^−^B220^−^Ly6C^−^Ly6G^−^F4/80^−^CD11c^+^MHCII^hi^ and macrophages as SiglecF^−^B220^−^Ly6C^−^Ly6G^−^F4/80^+^ (C). Aldehyde dehydrogenase activity of DC and macrophage populations was assessed *ex vivo* (D). Data in A and B are representative of five independent experiments, error bars represent triplicate culture wells. Data points in (D) and (E) represent individual mice, pooled from three independent experiments *n* = 10–11 per group. **P < 0.01, ***P < 0.001.

Next, to determine the impact of IL-4 on DC retinoid metabolism *in vivo*, we injected IL-4c (29) into the peritoneal cavity of C57BL/6 mice and assessed DC aldehyde dehydrogenase activity (Fig. 1C). Peritoneal DCs, defined as SiglecF^−^B220^−^ Ly6C^−^Ly6G^−^F4/80^−^CD11c^+^MHCII^hi^ (Fig. 1C), displayed aldehyde dehydrogenase activity (Fig. 1D) in an IL-4c dose-dependent manner. This was in contrast to resident macrophages of the peritoneal cavity (Fig. 1D), which failed to increase aldehyde dehydrogenase activity in response to IL-4c treatment (30). We then used flow cytometric cell sorting based on aldefluor activity (Fig. 2A) to confirm that IL-4-exposed DCs possessing aldehyde dehydrogenase activity expressed high levels of *Aldh1a2* (Fig. 2B). Furthermore, IL-4-exposed aldefluor positive DCs also expressed high levels of *Retnla* (Fig. 2C). However, in contrast to *Retnla*, aldehyde dehydrogenase activity inversely correlated with *Chi3l3* expression (Fig. 2D). These results reveal IL-4-dependent induction of aldehyde dehydrogenase activity in DCs *in vivo* (Fig. 1C), confirming our *in vitro* data (Fig. 1) and previous *in vitro* reports (17–19, 31). Further, these results also show that IL-4 can induce aldehyde dehydrogenase activity and *Retnla* expression within the same DC population (Fig. 2).

**Fig. 2.**
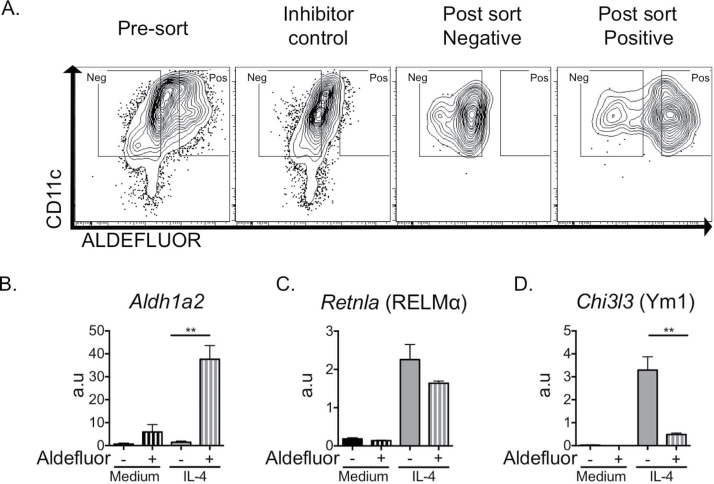
IL-4-induced DC aldehyde dehydrogenase activity correlates with expression of RELMα but not Ym1. Following overnight culture with IL-4, BMDC populations were sorted by flow cytometry based upon aldefluor activity (A) and quantitative PCR was used to assess expression of *Aldh1a2* (B), *Retnla* (C) and *Chi3l3* (D). Data are representative of 4–5 independent experiments. Error bars represent triplicate culture wells, a.u. = arbitrary units as compared with *Hprt* expression. **P < 0.01.

Enhanced expression of RALDH2, MHC-II and CD206 in myeloid cells of monocytic but not tissue resident origin has recently been shown (30). Our new data suggest that within a population of DCs, a spectrum of expression of such markers can occur, as DCs sorted as being aldefluor positive showed reduced expression of *Chi3l3* (and *Mrc1*, data not shown) compared with their aldefluor negative counterparts (Fig. 2). Furthermore, understanding the interaction between RA and IL-4 in cells of myeloid origin is extremely timely given the recent report that RA controls the tissue-specific localization of peritoneal macrophages (32), and our data that IL-4 drives a program of proliferation within macrophages of the same tissue site (33).

### Inhibition of retinoic acid receptors reduces IL-4-dependent RELMα production by DCs

To begin to understand the interaction between alternative activation and retinoid metabolism in DCs, we used the pan retinoic acid receptor (RAR) antagonist LE540 (34) to inhibit RAR function. DCs were cultured simultaneously with LE540 and IL-4 and their alternative activation status assessed by intracellular staining (Fig. 3A and B) and ELISA (Fig. 3C). In comparison with cells that were not treated with the RAR antagonist, LE540 limited IL-4 induction of intracellular RELMα protein (Fig. 3A and B) and reduced RELMα secretion by DCs (Fig. 3C). Again, in contrast to RELMα, LE540 did not impair intracellular or secreted Ym1/2 in DCs treated with IL-4 (Fig. 3A–C).

**Fig. 3.**
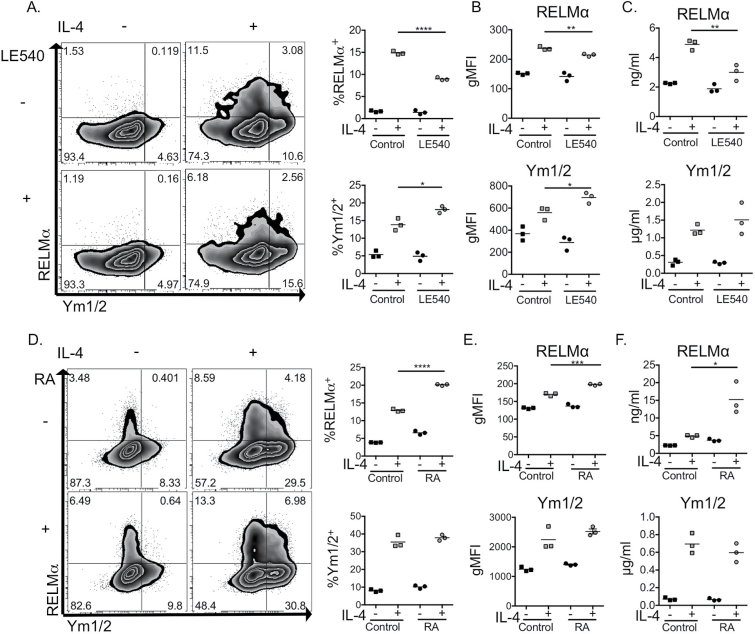
RAR signalling regulates IL-4-driven DC alternative activation. BMDCs were cultured overnight with or without 20-ng ml^−1^ IL-4 and either the pan RAR antagonist LE540 (A–C), RA (D–F) or vehicle control. RELMα and Ym1/2 protein production was assessed by intracellular staining (A and D), while RELMα and Ym1/2 secretion was assessed by ELISA (C and F). Data are representative of 3 (A–C) and >5 (D–F) independent experiments. Error bars represent triplicate culture wells. *P < 0.05, **P < 0.01, ****P < 0.0001.

Having identified that RA signalling enhanced DC RELMα production, we next wanted to directly address whether RA was able to promote RELMα production in the context of IL-4. To test this, we exposed DCs to exogenous RA either alone or in the presence of IL-4 and assessed levels of intracellular (Fig. 3D and E) and secreted (Fig. 3F) RELMα and Ym1/2. The addition of RA alone had no significant impact on DC expression of the alternative activation markers RELMα or Ym1/2 (Fig. 3D–F). However, culture with both RA and IL-4 resulted in a significantly higher proportion of DCs that synthesized (Fig. 3D and E) and secreted (Fig. 3F) RELMα protein than those exposed to IL-4 alone. In contrast, exogenous RA did not significantly alter DC production of Ym1/2 (Fig. 3D–F). Taken together, these data indicate that retinoid availability influences the alternative activation profile of DCs. Exogenous RA, likely acting via RARs, was able to enhance IL-4-induced RELMα, whereas exogenous RA had no significant impact on DC Ym1 capacity (Fig. 3). Thus, our data support a central role for RA and RAR signalling in RELMα, but not Ym1/2, production by AADCs.

RA signals via binding to heterodimeric nuclear hormone receptors of the RAR or retinoic X receptor (RXR) families (35). Ligand-bound RAR/RXRs associate with RA response elements in the promoter regions of target genes to mediate their downstream effects (36). Although RARα is the dominant RAR isoform in myeloid cells (37), all RAR isoforms have been detected in murine splenic DCs (38) and RARβ has recently been shown to interact with the *Il4ra* promoter (19). One hypothesis to explain the ability of exogenous RA or inhibition of RAR signalling to differentially influence RELMα and Ym1/2 (Fig. 3) is that different nuclear pairings of RARs (α, β, γ)/RXRs may be responsible for controlling distinct aspects of the profile of alternative activation that is initiated by IL-4 in DCs.

Up-regulation of RELMα but not Ym1/2 in the presence of RA, a molecule known to be involved in induction of immune regulation/tolerance (1), is consistent with the putative functions of these two molecules. Ym1 is thought to be pro-inflammatory, forming epithelial damage-associated crystals in the lung (39), causing neutrophilic inflammation during nematode infection (40) and increasing in response to stab wounding or chemical-induced seizure in the brain (41). In contrast, RELMα can be described as a regulatory molecule, having been shown to limit pulmonary inflammation (42) and promote IL-10 secretion (15). RA may thus be able to fine-tune AADC function at sites of inflammation by enhancing IL-4-driven regulatory, but not inflammatory, molecules.

### RA and IL-4 alter T-cell polarization by DCs

Previous studies have suggested that RA can directly influence CD4^+^ T-cell polarization, by promoting IL-4 secretion under T_h_2 conditions (43, 44) or limiting IFNγ from already polarized T_h_1 cells (45). However, these early reports did not assess the influence of RA on T cells in the presence of DCs. As RA and IL-4 enhanced DC RELMα production (Fig. 3), and we have previously shown that *Retnla* ^−/−^ DCs display impaired ability to induce CD4^+^ T-cell IL-10 and IL-13 secretion (15), we investigated the induction of T_h_2 cytokines by DCs exposed simultaneously to RA and IL-4 (Fig. 4). DC:T-cell co-culture assays incorporating 4Get [IL-4eGFP (22)] or TIGR [IL-10eGFP (21)] reporter T cells and WT DCs allowed us to determine if DCs exposed to RA and IL-4 had an altered capacity to polarize polyclonally activated T cells (Fig. 4). In agreement with our previous work (15), IL-4 enhanced DC induction of CD4^+^ T-cell IL-10, as assessed by GFP expression and IL-10 protein secretion (Fig. 4). Notably, while IL-10 levels increased further upon simultaneous addition of RA (Fig. 4A–C), the addition of RA reduced *Il4* mRNA transcription in CD4^+^ T cells, as assessed by GFP expression (Fig. 4B). Due to the exogenous recombinant IL-4 in this system, it was not possible to accurately measure T-cell IL-4 secretion. However, RA exerted a similar regulatory effect on the ability of DCs to support T-cell IL-13 production, with significantly reduced IL-13 secretion following addition of RA along with IL-4, as compared with IL-4 alone (Fig. 4D). These data strongly suggest that, in the context of RA, AADCs have a modified ability to promote T_h_2 effector responses, with RA altering the profile of responding CD4^+^ T cells such that they produce lower levels of IL-4 and IL-13, and increased IL-10.

**Fig. 4.**
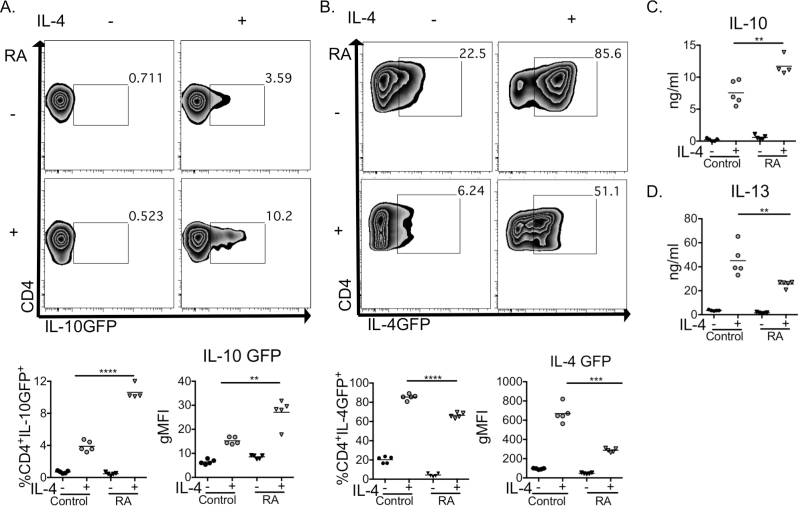
RA and IL-4 alter DC APC capacity. IL-10eGFP^−^CD4^+^ or 4Get^−^CD4^+^ T cells were cultured for 4 days with WT granulocyte macrophage colony stimulating factor derived BMDCs, anti-CD3 mAb, with or without 20-ng ml^−1^ IL-4, and RA and assessed for IL-10 (A) or IL-4 (B) mRNA expression by flow cytometry and IL-10 (C) and IL-13 (D) secretion by ELISA. Data are representative of two (A and B) or four (C and D) independent experiments, *n* = 4–5 replicate wells per condition. **P < 0.01, ***P < 0.001, ****P < 0.0001.

Although we cannot exclude the possibility that part of the impact of RA in these experiments may be through its direct action on responding T cells, our novel data indicating that vitamin A metabolites alter DC ability to promote or inhibit several key facets of T_h_2 cytokine production (Fig. 4) are supported by a recent report where DCs isolated from vitamin A-deficient animals were shown to induce higher levels of CD4^+^ T-cell IL-13 in a partially IL-6-dependent manner (10). Our data are also consistent with a recent study showing that the immune system can act as a sensor of malnutrition, promoting the secretion of IL-13 from ILC2s in the absence of sufficient RA (46). Our work reveals that DCs exposed to both RA and IL-4 express increased levels of RELMα, as compared with IL-4 alone (Fig. 3). Since we have previously shown that RELMα regulates CD4^+^ T-cell responses via the promotion of IL-13 and IL-10 and the inhibition of IL-4 (15), we anticipated that we would see an increase in both IL-10 and IL-13, and reduced IL-4 secretion, by T cells stimulated in the presence of DCs, RA and IL-4. In keeping with this hypothesis, T-cell transcription of IL-4 decreased and production of IL-10 increased following co-culture with RA-treated AADCs (Fig. 4A–C). However, contrary to expectation, IL-13 was found to decrease in the presence of both RA and IL-4 (Fig. 4D), revealing an additional role for RA in IL-13 inhibition. In our hands, IL-4 and RA down-regulated DC secretion of IL-6 (data not shown), which may contribute to reduced T-cell IL-13 production upon co-culture, as blocking IL-6 in CD8α^−^CD11b^+^CD103^−^ MLN DC:T-cell cultures has been shown to limit IL-13 secretion (10). These data raise the interesting possibility that the balance of alternative activation products such as RELMα, with vitamin A metabolites such as RA, can significantly influence the functional capacity of DCs to polarize T cells.

This work elevates current understanding of the impact of environmental mediators on DC activation and function, in particular highlighting the singular and collective influence of RA and IL-4 over DC alternative activation and ability to direct T_h_2 responses. These findings may be particularly relevant when considering that countries with high levels of dietary vitamin A deficiency are also regions in which type-2 infections are prevalent (47).

## Supplementary data

Supplementary data are available at *International Immunology* Online.

## Funding

Wellcome Trust studentships to L.H.J. and G.D.T.; MRC programme grant to J.E.A.; MRC Senior Non-Clinical Fellowship to A.S.M. (G0701437).

## Supplementary Material

Supplementary Data

# Supplementary material for: Modulation of dendritic cell alternative activation and function by the vitamin A metabolite retinoic acid
**Source:** Int Immunol. 2015 Apr 20;27(11):589–96. doi: 10.1093/intimm/dxv020
**Supplement:** Supplementary Data

Modulation of dendritic cell alternative activation and function by the vitamin A metabolite retinoic acid — Modulation of dendritic cell alternative activation and function by the vitamin A metabolite retinoic acid — Modulation of dendritic cell alternative activation and function by the vitamin A metabolite retinoic acid — Supplementary Data 

# Modulation of dendritic cell alternative activation and function by the vitamin A metabolite retinoic acid

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

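The data were 6 Illumina MouseWG-6 arrays of BMDCs from 3 C57BL/6 mice, 3 without and 3 with IL-4 for 6 h. For each of 45281 probes the authors deposited the mean bead signal intensity, with no background correction or normalization, and a detection p-value, the scanner software's estimate that the probe is no brighter than the negative controls. The authors also deposited a table of 19293 probes on a log2 scale, made after a quality check with arrayQualityMetrics by variance-stabilizing transformation and robust spline normalization in lumi, and then tested in limma. Versions of lumi and limma are not given in the sources used here. All 16873 probes with a detection p under 0.01 on some array are in that table, with 2420 others, and the rule behind it is not given in the sources used here. Its array medians were 6.23 to 6.26, its values ran from 5.88 to 14.1, and within each array its order was that of the bead signals (Spearman correlation of 1).
The bead signals were background-corrected from the detection p-values and quantile normalized with neqc of limma 3.58.1 (R 4.3.3, offset 16). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Of the 16071 tested probes, 15888 were in the authors' table. Gene symbols came from the platform annotation, which names 1 gene for 16243 probes of the authors' table, several for 8 and none for 3042. The gene identifiers of 16223 probes matched the RefSeq gene table and no symbol had to be updated. Of the tested probes, 2471 were unnamed. Probes were fitted with lmFit and eBayes at default settings, tested two-sided and adjusted by Benjamini-Hochberg over all probes. The thresholds were the paper's, an adjusted p under 0.05 and a log2 fold change over 1 in size. 1 gene that the paper names from these arrays was not analysed here, and *Rarb* and *Il10*, which the paper also names, were not tested. Neither was *Rxrg*, counted among the named genes because the paper writes of RXRs without their letters.
By the labels, cells of 3 mice were cultured with and without IL-4, and the arrays of each condition are numbered. That the same number stands for the same mouse is not stated. The replicate block takes it so, and rests on a check of the deviations from the group means over all tested probes. Their correlation was 0.29, 0.55 and 0.62 between arrays of the same number and -0.55 to 0.096 between others, against a threshold of 0.1 for every pair. By the signals themselves, control replicate 1 correlated most with control replicate 3, and IL-4 replicates 1 and 3 with each other. The other arrays correlated most with that of their own number. The unpaired fit left 4 residual degrees of freedom and the blocked fit 2. No slide or section was named in the files. Control replicate 1 had the lowest median signal and the fewest detected probes (33.0% against up to 38.0%).
The fits and alternatives, 20 gene lists, of which 11 were metabolic, and 9 lists of cell type markers were set before the data were examined. So was the rule for named genes: those the paper names, the 12 largest rises and falls past the threshold whose IL-4 arrays all lie on 1 side of the control arrays, and up to 4 called members of a list. Its extension to the blocked fit, with a rise or fall in all 3 pairs, was made after the values were seen. Lists with at least 3 measured genes were tested with camera at its preset correlation of 0.01, adjusted over the lists, then with an estimated correlation and with fry, which asks if a list's genes move on balance 1 way. No list passed with an estimated correlation or by fry's directional test, in either fit. A call lost there therefore does not set 1 list apart from another.
The fits were tested on simulated data, 5 sets of 16071 probes with known changes in the IL-4 against control comparison. The unpaired fit recovered 38.2% of true log2 changes of 1 and 88.4% of changes of 2, with 1.25% false calls. The blocked fit recovered 34.6% and 81.4%, with 1.53% false calls. Replicate effects and noise were drawn for each probe on its own, so shifts that many probes share, as in replicate 2, are absent. On the real arrays the blocked fit called 365 probes against 18, so these rates may not carry over. In simulated lists of independent genes, camera called the 1 shifted list in both fits. It also called 1 unchanged list without the block and 0 with it.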

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

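Chosen only after the result was seen were the tests of neutrophils, of eosinophils and of 1 control culture with a high interferon response. The rule by which the test of the Ear genes was read was changed after its value was seen.
The paper's text does not name 12 of the genes that rose by more than 2-fold, and their signal with IL-4 was above that in control. The log2 fold changes were 3.00 for *Cxcr2*, 2.60 for *Aqp3*, 2.16 for *Plekhf1*, 1.88 for *Gm4956*, 1.74 for *Casp6* and 1.69 for *Edn1*. They were 1.60 for *Ms4a6d*, 1.57 for *Hfe*, 1.38 for *Mad1l1*, 1.33 for *Csf1*, 1.20 for *Rnf19b* and 1.17 for *Pde4dip*. Of all 15 genes, *Ccl24* alone passed without control replicate 1 and without IL-4 replicate 1, where *Cxcr2* had an adjusted p of 0.120 and 0.0910, and 6 and 7 genes passed without control replicate 3 and without IL-4 replicate 3. *Casp6* passed by both of its probes (1.80 by the dimmer and 1.74 by the brighter), *Gm4956* by both, and *Plekhf1* and *Rnf19b* by 1 of 2. The values of *Ms4a6d*, *Hfe* and *Pde4dip* are from a dimmer probe, and the brightest gave 1.58, 1.44 and 0.52 (adjusted p = 0.108, 0.123 and 0.589). The *Cxcr2* probe, the passing *Plekhf1* probe and the brighter *Gm4956* probe were detected on 2 of the 3 control arrays, and the dimmer *Gm4956* probe on 1. Fold changes of dim genes were smaller in the authors' values, at 1.78 for *Cxcr2*, 1.72 for *Aqp3*, 0.83 for *Plekhf1*, 0.75 for *Gm4956*, 0.91 for *Edn1*, 0.85 for *Mad1l1*, 0.85 for *Csf1* and 0.72 for *Pde4dip*, and no larger without background correction (1.56, 1.48, 0.83, 0.73, 0.77, 0.71, 0.70 and 0.59). The heat shock and unfolded protein response list, which the paper does not discuss, had a median of 0.22 over 21 genes (camera adjusted p = 0.0132, and an adjusted p = 0.417 with an estimated correlation). Its call was lost without control replicate 3 (median 0.15, adjusted p = 0.217) and without IL-4 replicate 2 (median 0.24, adjusted p = 0.0662).
*Cxcr2* and *Rnase2a* are known from granulocytes, and both were higher with IL-4, *Rnase2a* by 2.11 with the replicate block. *Rnase2a* is also on the list of alternative activation genes and IL-4/STAT6 targets, which was set before the data were examined. Its differences within replicate pairs 1, 2 and 3 were 2.04, 2.13 and 2.15. More neutrophils in the IL-4 cultures would raise the other neutrophil genes too, but the 14 others measured had a median of -0.061 and all were under 0.5, with the most abundant, *S100a8*, at -0.21. More eosinophils are argued against in the same way by 4 markers with a median of 0.013 and the most abundant, *Prg2*, at 0.0016. Of these, *Epx* (4.38 to 5.96) and *Prg3* (4.50 to 5.48) lay near background on several arrays, so the argument rests on *Prg2* and *Ear6*. The *Rnase2a* probe may also read its Ear paralogs: the *Ear3* and *Ear10* probes had log2 fold changes of 1.51 to 1.97, while *Ear6* had -0.14, and the lowest correlation of the *Ear3* and *Ear10* probes with *Rnase2a* over the 6 arrays was 0.961. This could not be told apart from genes that rise together, since 15 of 65 other genes raised over 2-fold with the block had a correlation over 0.9, up to 0.994, and a response of BMDCs to IL-4 stays open as a hypothesis.
Interferon-stimulated genes, which the paper does not discuss, had a median log2 fold change of -0.35, with 17 of 21 members below 0. 1 control culture with a high interferon response is argued against by the medians within replicates, which were -0.30, -0.28 and -0.49. The normalization is argued against by medians of -0.15 in the authors' values and -0.12 without background correction, both below 0 and past the camera threshold (adjusted p = 4.90e-04 and 1.96e-04). A lower interferon response of BMDCs with IL-4 remains a candidate explanation, found and tested on the same arrays. The call was lost with an estimated correlation (adjusted p = 0.188) and by fry (adjusted p = 0.102). The estimated correlation of this list was 0.0020, below the preset 0.01, so correlation between its genes does not account for the loss. Since no list passed either of these tests, the loss cannot decide on this list alone.
Other splits of the 6 arrays into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split gave 18 probes and 15 genes over 2-fold, and the highest of the others gave 3 and 2. For the size of the median of the alternative activation list it gave 0.80 against 0.65 at most, and for the interferon-stimulated list 0.35 against 0.18. With the replicate block there were 4 splits that part all 3 pairs, again too few, with 365 probes for the real one and 0 for the others.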

How the results depend on the processing

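The fits that joined the block or the authors' values with an intensity trend, and those without whole pairs, were chosen after seeing the data. Where a value or call moved, the cause was not tested, beyond the smaller number of arrays where some were left out. A block by slide or section was not run, since the files name none. Signal over background differed: on control replicate 1 the 95th percentile of the signal was 3.97 times the median, against 4.68 to 7.07 on the other arrays.
The unpaired fit gave 18 probes, 15 genes over 2-fold and 0 higher metabolic genes. Limma on the authors' values gave 0 probes and 0 genes with the detection filter, without it, and without it but with the replicate block (smallest adjusted p 0.0527, 0.0633 and 0.131, with 1330, 1421 and 2302 probes at an unadjusted p under 0.05). No background correction gave 13 probes, 7 genes and 1 metabolic gene, an offset of 50 gave 19 and 12 genes, no detection filter 1 and 1, a detection p under 0.01 17 and 15, and the gene level 13 and 12. An intensity trend with a robust prior gave 36, 25 and 1, and the replicate block 365, 100 and 8. Leaving out 1 array gave 1 to 60 probes, 1 to 49 genes and 0 to 2 metabolic genes. Of the added fits, the authors' values without filter gave 123 probes, 29 genes and 3 metabolic genes with block and trend, and 8, 7 and 0 with trend alone. With the filter, block, trend and robust prior they gave 364, 38 and 8. Block, trend and robust prior on the neqc values gave 504, 100 and 10. Without the replicate 2 pair there were 78, 62 and 4, and the block without the pair of replicate 1, 2 or 3 gave 326, 601 and 290 probes, 95, 175 and 84 genes and 8, 11 and 5 metabolic genes. These blocked fits leave fewer residual degrees of freedom than the block on all arrays. In limma their smallest adjusted p was 2.83e-117 without replicate 1 and 1.02e-65 without replicate 3, too small for so few arrays, so their calls are weak evidence.
*Aldh1a2*, *Arg1*, *Ccl24*, *Chil3*, *Chil4* and *Retnla* were above 0 in every setting tabulated for single genes and lists, which leaves out the fits without whole pairs. *Ccl24* missed the threshold in the 3 planned fits of the authors' values (3.95, adjusted p = 0.0586, 0.0800 and 0.141) and with no filter (5.34, 0.0581). *Retnla* missed it in the same fits (1.93, adjusted p from 0.0527 to 0.141, and 1.81, 0.0581), and ran from 1.72 to 1.93 with 1 array left out, missing it without control replicate 1 or IL-4 replicate 1. With the replicate block, *Aldh1a2* (1.61), *Arg1* (2.14), *Chil3* (1.92) and *Chil4* (2.03) came to pass, as they did with block, trend and robust prior at the same values. With the block, the authors' values and a trend, they passed at 1.37, 2.03, 2.01 and 2.12, with or without filter and robust prior. *Aldh1a2* also passed with trend and robust prior (1.61, adjusted p = 0.0168). Without IL-4 replicate 2, *Aldh1a2* (1.84), *Chil3* (2.32) and *Chil4* (2.43) passed. With 1 array left out they ran from 1.39 to 1.84, 1.68 to 2.32 and 1.73 to 2.43, and *Arg1* from 0.60 to 3.08. The alternative activation list kept its call except with an estimated correlation (0.80, adjusted p = 0.338) and by fry (0.80, adjusted p = 0.185). The neutrophil list turned from -0.031 to 0.52 without control replicate 2 (adjusted p = 0.0486), and with 1 array left out it ran from -0.88 to 0.52. Leaving out 1 array of replicate 2 keeps the other, with its high neutrophil genes, in 1 group only. Within the replicate pairs the list's median lay between -0.13 and -0.011.
Of 64 other genes over all alternatives, 1007 values stayed on the same side of the threshold as in the unpaired fit, 186 gained a call and 82 lost it. A value that passed in neither fit counts among the 1007, so this number does not measure how well calls held. Of 26 other lists, of which 2 passed in the unpaired fit, 549 values stayed on the same side in this sense, 12 gained a call, 6 lost it and 1 turned. The block changed no other call of a list or of a gene the paper names than those given with it. The median of all probes stayed within 0.02 of 0.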

Differences from the paper's values

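The paper gives 109 genes significantly altered by IL-4, and 15 were found here at the same adjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's 109. Among them the replicate block gave 267, leaving out IL-4 replicate 2 gave 49, the intensity trend with robust prior 28, and the authors' values 0 in each of 3 fits. The authors' values without filter, with the replicate block and an intensity trend, gave 90, a setting chosen after seeing the values. It dropped 0 of the 5 genes that the paper calls and that were measured here, and also called *Arg1*.
The paper gives 21 genes up-regulated more than 2-fold, against 15 here, which is within 1.5 times. A trend with robust prior gave 21, and the replicate block 75.
The paper lists *Aldh1a2*, *Chi3l3* and *Chi3l4* as raised more than 2-fold. Here, without the block, *Aldh1a2* (log2 fold change 1.61, adjusted p = 0.0506) and *Chil4* (2.03, 0.103) missed the threshold, and *Chil3* passed by 1 of 3 probes (2.20, 0.0408). *Ccl24* and *Retnla* passed, as in the paper. All 5 passed with the replicate block and without IL-4 replicate 2, and *Aldh1a2* but not *Chil4* passed with an intensity trend and robust prior. Of the settings chosen after seeing the values, those with the block called all 5, as did the unpaired fit without the replicate 2 pair. The fits without a whole pair rest on the fewest arrays.
The paper finds no significant change of *Arg1*, and it missed the threshold in the unpaired fit here too (2.14, adjusted p = 0.816). With the replicate block it was higher (2.14, adjusted p = 0.00139), as it was in each added fit with the block and without the replicate 2 pair.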

Other observations

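The test of array brightness was chosen only after the result was seen. With the replicate block, *Irf4* and *Batf3*, transcription factors of dendritic cells, rose by 1.08 (adjusted p = 0.0101) and 0.91 (adjusted p = 0.0104). Of 13 conventional dendritic cell genes these 2 were higher and none lower (3 higher and 2 lower adjusted over the list alone). *Pdcd1lg2*, which encodes the co-inhibitory ligand PD-L2, rose by 0.94 (adjusted p = 0.00645), and it and *Cd70* were the called genes among 23 of co-stimulation, co-inhibition and maturation (1 higher and 2 lower adjusted over the list alone). That list had a median of -0.020 (camera adjusted p = 0.785). *Ctss*, the cathepsin that trims the invariant chain, rose by 0.76 (adjusted p = 0.0388), while the 14 MHC class II presentation genes had a median of -0.048 (camera adjusted p = 0.945). *Cd14*, the monocyte receptor for LPS, fell by 0.93 (adjusted p = 0.0267), and *Mmp9*, a secreted protease, fell by 0.95 (adjusted p = 0.00894). The chemokine gene *Cxcl12*, on the fibroblast list, rose by 0.75 (adjusted p = 0.0329), but its control arrays lay near background (4.30 to 4.75), so the size is uncertain. *Atf3*, a stress-induced transcription factor, rose by 0.81 (adjusted p = 0.0170), as 1 of 21 genes of the heat shock list (2 higher adjusted over the list alone).
The 25 cell cycle genes had a median of -0.18, with 21 below 0 (camera adjusted p = 0.0892). With the replicate block the list passed (adjusted p = 0.0228, and an adjusted p = 0.595 with an estimated correlation). It also passed without control replicate 1 (-0.24), control replicate 3 (-0.25) or IL-4 replicate 2 (-0.43), and did not without control replicate 2 (-0.0081, adjusted p = 0.949), IL-4 replicate 1 (-0.072, adjusted p = 0.447) or IL-4 replicate 3 (-0.057, adjusted p = 0.625). Leaving out 1 array breaks a pair, and both replicate 2 arrays were high in cell cycle genes (medians 0.49 and 0.58 above the others). Within replicate pairs 1, 2 and 3 the list's median was -0.18, -0.16 and -0.21. Limma called 0 of its genes in either fit (0 higher and 1 lower at an unadjusted p under 0.05, and 1 higher and 5 lower with the block). In these 6 h cultures other genes that the paper names, most as background, had log2 fold changes of -0.040 for *Il6*, -0.062 for *Il4ra* and 0.32 for *Hprt*. They were 0.16 for *Rxra*, 0.14 for *Rara*, 0.077 for *Rarg* and -0.48 for *Rxrb*, and none of the genes passed in either fit. *Rxra* was detected on 1 control and 2 IL-4 arrays, and *Rara* and *Rarg* were dim (5.06 each in control), so a change of these 3 could be missed.
Both replicate 2 arrays stood apart from the other 4 on the principal component with the most variance (43.6%), at -29.7 and -31.5 against -6.39 to 33.2, and *Arg1* and *Mrc1* differed there by -3.49 and -1.80 in raw log2 signal. Array brightness is argued against, since 404 probes as bright as *Arg1* differed by a median of -0.19 (interquartile range 0.32). Another mix of cells in the replicate 2 cultures may account for it. The smaller of the median differences was 2.29 for 5 mast cell and basophil genes (2.50 with IL-4, all 5 higher in both). Neutrophil genes differed by 1.76 and 1.99 (12 of 15 higher in both), and macrophage genes by -0.68 and -0.47 (11 of 15 lower in both). On the other 4 arrays, 4 of the 5 mast cell and basophil genes and 14 of the 15 neutrophil genes were detected too, none is on another list, and the most abundant, *S100a8*, was at 13.74 and 13.83 against 12.03 to 12.47. The methods describe no sort for these cultures, and beyond the mix of cells no biological explanation was tested, so a difference in cell state between mice stays open.
In both replicate 2 arrays 23 of 25 cell cycle genes were higher than on the others (medians 0.49 and 0.58) and 16 of 20 inflammatory genes were lower (medians -0.45 and -0.51). The alternative activation list differed by -0.27 in control and -0.77 with IL-4, and the conventional dendritic cell list by -0.0091 and -0.036.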
